A study of Mus musculus with 12 samples. Its data were reported in "Multi-OMIC profiling of survival and metabolic signaling networks in cells subjected to photodynamic therapy" (2016).

How the data were processed

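Biotin-labelled cRNA from 12 samples of RAW264.7 mouse macrophages was hybridized by the authors to Illumina MouseWG-6 v2 bead arrays, 1 sample per array, in 4 groups of 3. The deposited non-normalized table holds mean bead signals per probe as intensity, exported by the authors from GenomeStudio 2011.1 without background correction or normalization between arrays. Beside each signal, the authors' table gives a detection p-value, the share of negative control probes at least as bright as the probe. The step size of these values corresponded to 936 negative controls. A further deposited table holds log2 values, which the authors made with limma 3.20.1 in R 3.1.0 by background correction with control probes and quantile normalization. The labels place control and DT arrays on slide 1 and LC50 and LC90 arrays on slide 2. Whether the replicates came from separate cultures or days is not stated.

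The intensities were processed again with limma 3.58.1 in R 4.3.3. Background was corrected by the normexp model with negative control levels inferred from the detection p-values, an offset of 16 was added, and values were quantile normalized and taken as log2. The largest difference from the deposited log2 values was 0.0251. Of 45281 probes, 34885 carried 1 gene symbol, 18 several and 10378 none. A probe was kept if its detection p was 0.05 or less on at least 1 of the 12 arrays, which kept 22775 probes and removed 22506. Of those kept, 14279 were detected on all 12 arrays, 18916 carried 1 symbol and 3859 did not. Each of 11693 genes was represented by its probe with the highest mean over all arrays, and 4672 of these genes had several probes. The number of arrays limits the precision of all values.

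A linear model of the 4 group means was fitted to each probe over all 12 arrays with limma, and 5 comparisons were drawn from it: DT, LC50 and LC90 with control, LC50 with DT, and LC90 with LC50. Moderated two-sided statistics were adjusted by Benjamini-Hochberg over all kept probes, and an adjusted p of 0.05 or less was called a change. No slide term was used, since slide and irradiation coincide. Replicate numbers were not used as a block. Over 18 pairs of arrays with the same number in different groups, residual correlations lay between -0.12 and 0.14, and 2 were above 0.1. The fit was tested on simulated data with 200 changed probes.

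Gene lists were tested with 1 probe per gene. Target lists of 6 pathways (NFE2L2, NF-kB, HIF-1, AP-1, UPR and HSF) came from the study and were tested by ROAST with 10000 rotations and the mean statistic, adjusted over the 6 lists. A further 19 lists were tested by camera with its preset inter-gene correlation of 0.01, adjusted over the 19 lists within a comparison: ribosomal proteins, oxidative phosphorylation, glycolysis, tricarboxylic acid cycle, cholesterol biosynthesis, proteasome, cytosolic and mitochondrial chaperones, p53 targets, interferon response, immediate early transcription factors, feedback inhibitors of MAP kinase and NF-kB signalling, macrophage cytokines and chemokines, macrophage identity, G2 and mitosis, zinc-responsive genes, NFE2L2-responsive antioxidant genes beyond the list of the study, lysosome and autophagy, short-lived mRNAs, and markers of other cell types. Each list was tested again by camera with an estimated correlation, which for the lists of the study changes the test as well. The correlation of changes at LC50 and LC90 was set beside 100 simulations of unchanged groups with shared controls. The overlap was set beside 20 further simulations that were refitted.

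Genes named in the text followed a rule. It took, per comparison, the 6 largest rises and 6 largest falls among genes past the threshold whose arrays did not overlap between groups, skipping RIKEN and LOC-type identifiers. It also took up to 4 members per list with the largest change past the threshold, and the genes that the study names for its macrophages, for all of its cells or for its qRT-PCR panel. Of the latter, Hspa1a and Abcg2 were above background on no array, and 1 further gene is not reported here. Genes named outside the rule are said to be chosen after their values were seen. These choices, the lists and the alternatives were made before the data were examined.

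The alternatives were other background corrections (none, or normexp without controls and an offset of 50), median scaling, cyclic loess, the deposited log2 values, and other filters (none, a detection p of 0.05 or less on at least 3 arrays, or of 0.01 or less on all 12). Others were a fit of only the groups compared, a replicate block, a variance trend with robust estimation, array weights, leaving out each array in turn, an adjusted p of 0.01, a 2-fold minimum and 1 probe per gene. For named genes, each other probe was read. For lists, all probes of each gene, fry, camera, ROAST and its floormean statistic were exchanged, and for the overlap LC90 was compared with DT. All alternatives gave values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.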

Results

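RNA levels were measured on 12 Illumina MouseWG-6 v2 bead arrays in RAW264.7 cells, a mouse macrophage line, with 1 culture sample per array. In photodynamic therapy (PDT), cells take up a photosensitizer and are then irradiated, which produces reactive oxygen species. The photosensitizer here was zinc phthalocyanine carried in cationic liposomes (ZPCLs). Each of 4 groups had 3 arrays: control cells that received buffer, cells that received a sublethal ZPCL concentration in the dark (DT), and cells that received PDT at a sublethal (LC50) or a supralethal (LC90) concentration. Incubation lasted 60 min, the 671 nm laser was set to 500 mW for a fluence of 15 J/cm2, and RNA was collected 90 min after PDT. Control and DT arrays filled slide 1, and LC50 and LC90 arrays filled slide 2. Between 16896 and 17895 of 45281 probes per array were above background, and detected probes had a median signal 2.12 to 2.42 times the background. Across probes, which are not independent replicates, arrays correlated with r of 0.993 to 0.995 within a group, 0.992 to 0.995 between groups of 1 slide, and 0.978 to 0.986 between slides. The number of arrays limits the precision of every value, and the p-values measure only the spread between these samples. Changes are given as log2 differences ± SE with n = 3 arrays per group.

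The comparison of DT with control asks what ZPCLs did to macrophages in the dark. Of the gene lists, that of zinc-responsive genes had members past the threshold, and these passed when adjusted over the list alone and not over all probes. Slc30a1, which exports zinc from the cytosol, was 0.50 ± 0.11 higher in DT, and Slc39a10, a zinc importer, differed by -0.66 ± 0.19 (SE, n = 3 per group). Neither passed over all probes (adjusted p = 0.852 and 0.999), whereas 1 of the 6 zinc-responsive genes rose and 1 fell when adjusted over the list alone. The zinc-inducible metallothioneins Mt1 and Mt2 did not pass by either count, and the list as a whole did not pass (adjusted p = 0.998). Immediate early transcription factors had a median difference of -0.09, feedback inhibitors of MAP kinase and NF-kB signalling -0.05, and cytokines and chemokines -0.03, each with an adjusted p of 0.998. Of the 6 pathway lists of the study, NF-kB targets came closest to the threshold (median -0.04, adjusted p = 0.212).

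Across all 22775 probes tested with limma, 0 passed an adjusted p of 0.05, the smallest adjusted p was 0.716, and 1048 had an unadjusted p under 0.05. The arrays of the 2 groups did not overlap for 2053 probes (9.01%), where chance gives 10%. In simulated data with the spread of these arrays, 36% of probes changed by 0.5 on the log2 scale and 100% of those changed by 1 or more were recovered. None of the 25 lists passed. The median, the mean and the test differed in sign for NFE2L2 targets, heat shock factor (HSF) targets, oxidative phosphorylation, p53 targets, interferon response, mitosis, antioxidant genes, glycolysis, short-lived mRNAs and markers of other cell types.

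The comparison of LC50 with control asks how macrophages respond to sublethal PDT. Cxcl2, a chemokine that attracts neutrophils, rose by 6.17 ± 0.19, from 4.87 ± 0.09 to 11.04 ± 0.46 (mean ± SD of log2 intensity, n = 3). Dusp1, a phosphatase that inactivates MAP kinases, rose by 5.68 ± 0.12, and Jun, a subunit of the AP-1 transcription factor, by 5.37 ± 0.19. Atf3, a stress-induced transcription factor, rose by 4.80 ± 0.13, Plk2, a polo-like kinase, by 4.41 ± 0.16, and Rgs1, a regulator of G protein signalling, by 4.36 ± 0.20. Lpl, which encodes lipoprotein lipase and was among the brightest signals of the control cells, fell by 1.90 ± 0.15 and read -0.48 on a far dimmer probe. Dusp7, a phosphatase for ERK kinases, fell by 1.51 ± 0.08. The adjusted p of these 8 genes was at most 2.14e-06. For these genes, and for each gene named below as having risen or fallen, the 3 arrays of the compared groups did not overlap. The genes Tmem219, Mcf2l, Arhgef2 and Dido1 fell by 1.87 ± 0.14, 1.74 ± 0.11, 1.69 ± 0.13 and 1.59 ± 0.10 on their brightest probe, while another probe of each read 0.16, 0.21, 0.17 and 0.78 in the opposite direction. Without background correction, the rise of Cxcl2 was 4.11.

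Genes of the immediate early response rose together. Of 20 measured immediate early transcription factors, 17 rose and 1 fell, or 19 and 1 adjusted over the list alone (median 2.03, camera adjusted p = 1.08e-19). Besides Jun and Atf3, Fos rose by 3.86 ± 0.24, and Fosb, which was below background on all 3 control arrays, was at least 7.85-fold higher, with a log2 difference of 1.40 without background correction. Such bounds set each array without signal to the dimmest level called present on that array. The member that fell, named after its values were seen, was Srf, a transcription factor that activates such genes. Feedback inhibitors of MAP kinase and NF-kB signalling followed, with 16 of 27 up and 2 down, or 16 and 3 adjusted over the list alone (median 0.80, adjusted p = 2.54e-11). Among the list members, Nfkbiz, which encodes a protein of the IkB family, rose by 2.50 ± 0.10. Errfi1, an inhibitor of the EGF receptor, rose by 2.14 ± 0.14, whereas Spred1 and Tnip1, named after their values were seen, fell.

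Of 24 macrophage cytokines and chemokines, 10 rose and 1 fell (the anti-inflammatory Tgfb1, named after its values were seen), or 12 and 1 adjusted over the list alone (median 0.46, adjusted p = 4.63e-07). Osm, an interleukin-6 family cytokine, rose by 3.60 ± 0.23, the chemokine Ccl4 by 2.24 ± 0.08, Il1b by 1.19 ± 0.17 and Tnf by 0.89 ± 0.11, and the monocyte attractant Ccl2 was at least 4.17-fold higher. Another probe of Osm read 1.94 and another of Ccl4 3.64, and without background correction Il1b read 0.37 and Ccl2 0.84. Short-lived mRNAs, a list of transcripts with rapid turnover, had 11 of 21 members up and 2 down, or 12 and 2 adjusted over the list alone (median 0.53, adjusted p = 3.01e-05). This call was lost at an adjusted p = 0.0532 with an estimated correlation. Sertad1, a cofactor of E2F transcription factors, rose by 2.79 ± 0.11, Hexim1, an inhibitor of transcription elongation, by 1.96 ± 0.13, and the histone demethylase Kdm6b by 1.68 ± 0.12, which read 0.49 and 1.55 on its other probes.

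Of 18 p53 targets, 9 rose and 4 fell, or 10 and 6 adjusted over the list alone (median 0.57, adjusted p = 0.000427). The growth-arrest gene Gadd45a rose by 2.81 ± 0.16, the kinase gene Plk3 by 3.37 ± 0.13, and Ddit4, an inhibitor of mTOR complex 1, by 2.26 ± 0.14. Those that fell, named after their values were seen, were Zmat3, Ei24 and the death receptor genes Fas and Tnfrsf10b. Of 26 cytosolic and mitochondrial chaperones, 8 rose and 2 fell (the Hsp90 cochaperones Cdc37 and Fkbp4, named after their values were seen), or 10 and 2 adjusted over the list alone (median 0.15, adjusted p = 0.00754). The chaperone call was lost at an adjusted p = 0.103 with an estimated correlation. Hspa4l, an Hsp110-type chaperone, rose by 1.70 ± 0.15, or by 0.55 on its other probe. Dnajb1, a partner of Hsp70, rose by 0.92 ± 0.11. The Hsp70 gene Hspa1a was above background on no array, whereas the study reports it as raised in all of its cells. The study assigned probes to genes by its own reannotation, so whether the same probes were read is not known. Another Hsp70 gene, Hspa1b, rose at dim levels, from 5.14, 4.90 and 4.66 on the control arrays to 5.84, 6.22 and 5.35. Its limma call was lost without control replicate 2 or 3 (adjusted p = 0.0552 and 0.0808) and LC50 replicate 1 or 2 (0.0606 and 0.0891). Without background correction, the rises of Gadd45a, Ddit4 and Hspa4l were 1.32, 1.497 and 1.09.

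Among 16 NFE2L2-responsive antioxidant genes beyond the list of the study, 5 rose and 0 fell, or 6 and 0 adjusted over the list alone (median 0.25, adjusted p = 0.00405). Osgin1, an oxidative stress-induced growth inhibitor, rose by 1.78 ± 0.13 (1.08 without background correction) and Sqstm1, an autophagy receptor, by 0.72 ± 0.11. Of 28 lysosome and autophagy genes, 9 rose and 1 fell, or 10 and 5 adjusted over the list alone (median 0.12, adjusted p = 0.0389). That call was lost at an adjusted p = 0.0688 with an estimated correlation, at 0.068 without control replicate 1 and at 0.0722 without control replicate 3. Atg12, an autophagy conjugation protein, rose by 0.89 ± 0.08, and the lysosomal galactosidase gene Gla was at least 2.29-fold higher, with a log2 difference of 0.43 without background correction. Cholesterol biosynthesis fell, with 0 of 18 genes up and 7 down, or 0 and 10 adjusted over the list alone (median -0.35, adjusted p = 1.83e-05). Sqle, which makes squalene epoxide, fell by 0.91 ± 0.10 and Stard4, a sterol carrier, by 0.75 ± 0.10. Hsd17b7 fell by 1.17 ± 0.09 on its brightest probe and read -0.04 on its other probe.

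The calls for immediate early factors, feedback inhibitors, cytokines, p53 targets, antioxidant genes and cholesterol biosynthesis each held with an estimated correlation, at an adjusted p of 0.0294. The other 10 of the 19 lists did not pass. Of 6 zinc-responsive genes, 3 rose and 0 fell, or 3 and 2 adjusted over the list alone (adjusted p = 0.18), among them Mt2 with 1.49 ± 0.24 and Slc30a1 with 1.01 ± 0.11. Interferon response had 5 of 24 genes up and 1 down, both over all probes and adjusted over the list alone (adjusted p = 0.119, or 0.0127 without LC50 replicate 2). Macrophage identity had 1 of 24 up and 2 down, or 0 and 2 adjusted over the list alone (adjusted p = 0.291). Genes of G2 and mitosis had 0 of 22 up and 4 down by either count (adjusted p = 0.183). Ribosomal proteins had 2 of 52 up and 0 down (adjusted p = 0.69), oxidative phosphorylation 2 of 68 up and 1 down (0.82), glycolysis 2 of 17 up and 1 down (0.902), the tricarboxylic acid cycle 0 of 23 up and 1 down (0.883), and the proteasome 1 of 27 up and 0 down (0.38). Adjusted over the list alone, these became 1 and 0, 0 and 0, 2 and 1, 0 and 1, and 1 and 0. For ribosomal proteins, oxidative phosphorylation and glycolysis, the median was below 0 while the test pointed up.

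Markers of other cell types had 1 of 11 genes up and 0 down by either count (adjusted p = 0.883). The gene was Pecam1, an adhesion molecule of endothelium and leukocytes, at least 1.22-fold higher. Its log2 difference was 0.18 without background correction, and its other probe read 0.29 and did not pass (adjusted p = 0.169). The call was lost with only the groups compared (0.0555), without control replicate 2 or 3 (0.0513 and 0.0981) and without LC50 replicate 1 or 3 (0.102 and 0.0517).

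All 6 pathway lists of the study passed upward by ROAST, a rotation test. By camera, another test, each of these calls was lost with an estimated correlation, at an adjusted p of 0.0919 for AP-1, NF-kB and HSF targets, 0.0793 for UPR targets, 0.127 for HIF-1 targets and 0.112 for NFE2L2 targets, and with the preset correlation that for NFE2L2 targets was lost already (0.0692). AP-1 targets had 6 of 18 genes up and 3 down, or 7 and 3 adjusted over the list alone. NF-kB targets had 7 of 15 up and 2 down, or 8 and 5 adjusted over the list alone. HSF targets had 4 of 8 up and 1 down by either count, with Jun and Fos leading the rises ahead of Dnajb1. Targets of the unfolded protein response (UPR) had 9 of 21 up and 5 down, or 10 and 5 adjusted over the list alone. These 4 lists reached an adjusted p of 1e-04, the smallest that the rotations can give. The UPR members divided: the stress effectors Ddit3 and Ppp1r15a rose by 4.16 ± 0.18 and 3.46 ± 0.13 and the cochaperone Dnajb9 by 1.83 ± 0.13. The 5 that fell, named after their values were seen, were Pdia6, Calr, Hsp90b1 and Dnajc3, which fold proteins in the endoplasmic reticulum, and Xbp1, a transcription factor for such genes. HIF-1 targets had 5 of 21 up and 0 down by either count (adjusted p = 0.00042), led by the pro-apoptotic Pmaip1 with 2.20 ± 0.10 (1.37 without background correction).

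NFE2L2 targets had 2 of 11 genes up and 0 down by either count (adjusted p = 6e-04). These were Hmox1, which degrades heme and rose by 1.67 ± 0.16, and Srxn1, which repairs peroxiredoxins and rose by 0.86 ± 0.14, or 0.54 on another probe. The ROAST call of NF-kB targets was also lost at an adjusted p = 0.817 with probes detected at a p of 0.01 or less on all 12 arrays, a filter that excludes Cxcl2. Of 19 measured genes that the study names for its macrophages or all of its cells, in whichever direction, 14 rose and 0 fell. Hbegf (0.60), Edn1, Mcl1, Abcc4 and Ephx1 did not pass, though Hbegf passed with a replicate block (limma adjusted p = 0.0205). The study reports Hbegf as strongly raised in all of its cells and Edn1 as raised in its macrophages. It reports Mcl1 as not raised there, and Abcc4 and Ephx1 as reduced. The study chose the 19 genes on these samples, so they are not independent evidence. Of 5 measured members of its qRT-PCR panel, 2 rose, namely Hif1a, a hypoxia factor, with 0.60 ± 0.11 and Rela, an NF-kB subunit, with 0.27 ± 0.07. The Rela call was lost with only the groups compared (adjusted p = 0.0663), without control replicate 2 (0.0662) and without LC50 replicate 1, 2 or 3 (0.0612, 0.0562 and 0.0592).

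In total, 1952 probes rose and 2431 fell at LC50, which came to 1125 and 1283 of 11693 genes. With cyclic loess scaling the excess of falls was gone, with 2200 rises and 2167 falls. The change was at least 2-fold for 346 and 163 probes. The arrays of the 2 groups did not overlap for 8119 probes (35.6%), where chance gives 10%. LC50 and control arrays lay on different slides, so that slide and treatment coincided in this comparison.

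**Figure D1:**
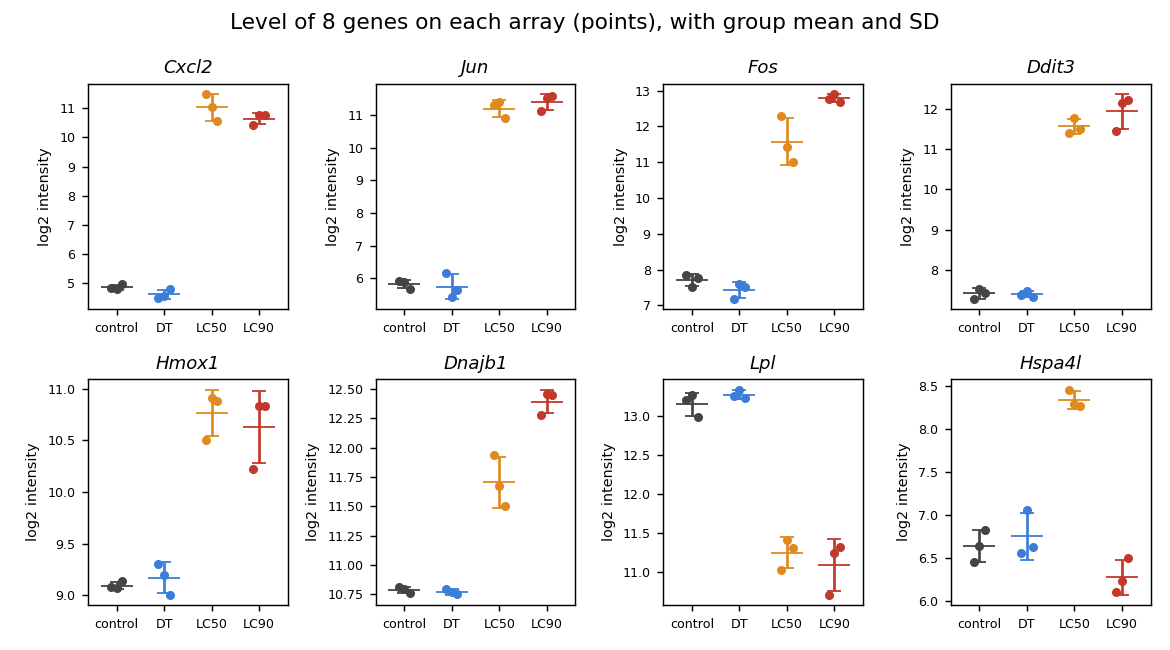
Log2 intensity of 8 genes on each of the 12 arrays, by group (control, DT, LC50, LC90), with the mean and SD of 3 arrays. Cxcl2 rose from 4.87 in control to 11.04 at LC50, and Lpl fell from 13.15 to 11.25.

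The comparison of LC90 with control asks how macrophages respond to supralethal PDT. Dusp1 rose by 6.19 ± 0.12, Cxcl2 by 5.78 ± 0.19, Jun by 5.59 ± 0.19, Atf3 by 5.11 ± 0.13 and Fos by 5.07 ± 0.24. Ddit3, a transcription factor of stress-induced cell death, rose by 4.54 ± 0.18. Lpl fell by 2.05 ± 0.15 and read -0.41 on its dimmer probe, and Neat1, a long non-coding RNA that builds nuclear paraspeckles, fell by 1.89 ± 0.17. The adjusted p of these 8 genes was at most 3.52e-06. Itga4, an integrin subunit, fell by 2.59 ± 0.12 on its brightest probe and by 1.15 on another, while a further probe read 0.08. Arhgef2, Dido1 and Tmem219 fell by 2.46 ± 0.13, 2.37 ± 0.10 and 2.17 ± 0.14 on their brightest probes, while another probe of each read 0.35, 0.34 and 0.21. Without background correction, the rise of Cxcl2 was 3.74.

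Immediate early factors, feedback inhibitors, short-lived mRNAs and cytokines rose again at LC90. Of 20 immediate early transcription factors, 18 rose and 1 fell, or 19 and 1 adjusted over the list alone (median 2.14, adjusted p = 5.45e-19). Fosb was at least 13-fold higher, with a log2 difference of 1.91 without background correction. Feedback inhibitors had 18 of 27 up and 1 down, or 20 and 1 adjusted over the list alone (median 1.03, adjusted p = 2.77e-14), including Nfkbiz with 3.11 ± 0.10 and Errfi1 with 3.06 ± 0.14. Short-lived mRNAs had 14 of 21 up and 1 down, or 15 and 1 adjusted over the list alone (median 0.67, adjusted p = 1.78e-08), including Sertad1 with 3.32 ± 0.11. Cytokines and chemokines had 10 of 24 up and 1 down, or 11 and 1 adjusted over the list alone (median 0.25, adjusted p = 1.8e-06), including Osm with 3.28 ± 0.23 (1.57 on its other probe) and Tnf with 1.45 ± 0.11. Interferon response, which had not passed at LC50, had 8 of 24 up and 1 down, or 10 and 1 adjusted over the list alone (median 0.22, adjusted p = 0.00218). The interferon call was lost at an adjusted p = 0.438 with an estimated correlation. Usp18, an inhibitor of interferon receptor signalling, rose by 1.12 ± 0.10.

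Of 18 p53 targets, 9 rose and 4 fell, or 10 and 4 adjusted over the list alone (median 0.52, adjusted p = 0.000762). Gadd45a rose by 3.101 ± 0.161 (1.53 without background correction), and the members that fell were again Zmat3, Fas, Ei24 and Tnfrsf10b. Cholesterol biosynthesis had 0 of 18 genes up and 10 down by either count (median -0.38, adjusted p = 1.23e-05), with Sqle lower by a log2 difference of -1.03 ± 0.10. NFE2L2-responsive antioxidant genes beyond the list of the study had 4 of 16 up and 0 down, or 5 and 0 adjusted over the list alone (median 0.18, adjusted p = 0.0121). This call held at 0.0461 with an estimated correlation. The calls for immediate early factors, feedback inhibitors, short-lived mRNAs, cytokines, p53 targets and cholesterol biosynthesis held at 0.021.

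Lysosome and autophagy genes were mixed, with 8 of 28 up and 9 down, or 9 and 10 adjusted over the list alone (adjusted p = 0.815). Atg12 rose by 0.90 ± 0.08. Among those that fell, named after their values were seen, were Lamp2, a lysosomal membrane protein, by 0.62 ± 0.10, Ctsz, a cathepsin, by 0.53 ± 0.08 and Npc1, a lysosomal cholesterol transporter, by 0.50 ± 0.10. Chaperones had 6 of 26 up and 2 down, or 8 and 2 adjusted over the list alone (adjusted p = 0.109), including Dnajb1 with 1.61 ± 0.11. Hspa1b did not pass on its brightest probe (0.71), while another probe read 0.69 and passed (limma adjusted p = 0.000571). Macrophage identity had 1 of 24 up and 4 down by either count (adjusted p = 0.0668), which passed without control replicate 3 (0.0306) and without LC90 replicate 2 (0.0181). Zinc-responsive genes had 3 of 6 up and 1 down, or 3 and 2 adjusted over the list alone (adjusted p = 0.48), with Mt2 at 1.56 ± 0.24. Among 11 markers of other cell types, 1 rose and 0 fell by either count (adjusted p = 0.761). It was Cd79b, a B cell receptor component, which rose by 0.85 ± 0.15 on its brightest probe and read 0.04 on another, and 0.30 without background correction. Ribosomal proteins, oxidative phosphorylation, glycolysis, the tricarboxylic acid cycle, the proteasome and genes of G2 and mitosis did not pass either, with adjusted p from 0.48 to 0.815.

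Of the pathway lists of the study, NF-kB targets had 7 of 15 genes up and 3 down, or 8 and 3 adjusted over the list alone. AP-1 targets had 7 of 18 up and 3 down, UPR targets 9 of 21 up and 4 down, and HSF targets 4 of 8 up and 1 down, each by either count. The ROAST adjusted p of these 4 lists was 1e-04, the smallest possible, and each held at 0.0485 by camera with an estimated correlation. The UPR genes divided as at LC50: Dnajb9 rose by 2.63 ± 0.13 and Ppp1r15a by 3.64 ± 0.13, while Pdia6 fell by 1.11 ± 0.11, Hsp90b1 by 0.85 ± 0.11 and Dnajc3 by 0.82 ± 0.11. HIF-1 targets had 3 of 21 up and 1 down by either count (adjusted p = 0.0244). This call was lost by camera, at an adjusted p = 0.259 with the preset and 0.435 with an estimated correlation. It was also lost without control replicate 2 or 3 (0.0675 and 0.109) and without LC90 replicate 1 or 3 (0.0861 and 0.107).

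NFE2L2 targets had 2 of 11 up and 3 down by either count and did not pass at LC90 (adjusted p = 0.598, or 0.0104 without LC90 replicate 1), with a median below 0 and a test that pointed up. Hmox1 rose by 1.54 ± 0.16. Of the 19 measured genes that the study names, 14 rose and 2 fell, which is not independent evidence. Edn1, Mcl1 and Vegfa (0.40) did not pass, while another Vegfa probe read 0.65 and passed (limma adjusted p = 0.00094). Those that fell were Ephx1, an epoxide hydrolase, and Abcc4, an export pump, by 0.36 ± 0.10 and 0.31 ± 0.09. The Ephx1 call was lost with only the groups compared (adjusted p = 0.0537), without control replicate 3 (0.0616) and LC90 replicate 2 (0.0864). The Abcc4 call was lost with cyclic loess (0.0649), with only the groups compared (0.06), without control replicate 1 or 3 (0.0998 and 0.0826) and LC90 replicate 1 or 3 (0.0932 and 0.0646). Of 5 measured panel genes, 0 passed by limma, with values from -0.16 to 0.21. In total, 2391 probes rose and 3060 fell, or 1278 and 1627 genes, and 394 and 286 probes changed at least 2-fold. The arrays did not overlap for 8568 probes (37.6%), where chance gives 10%. As at LC50, slide and treatment coincided.

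**Figure D2:**
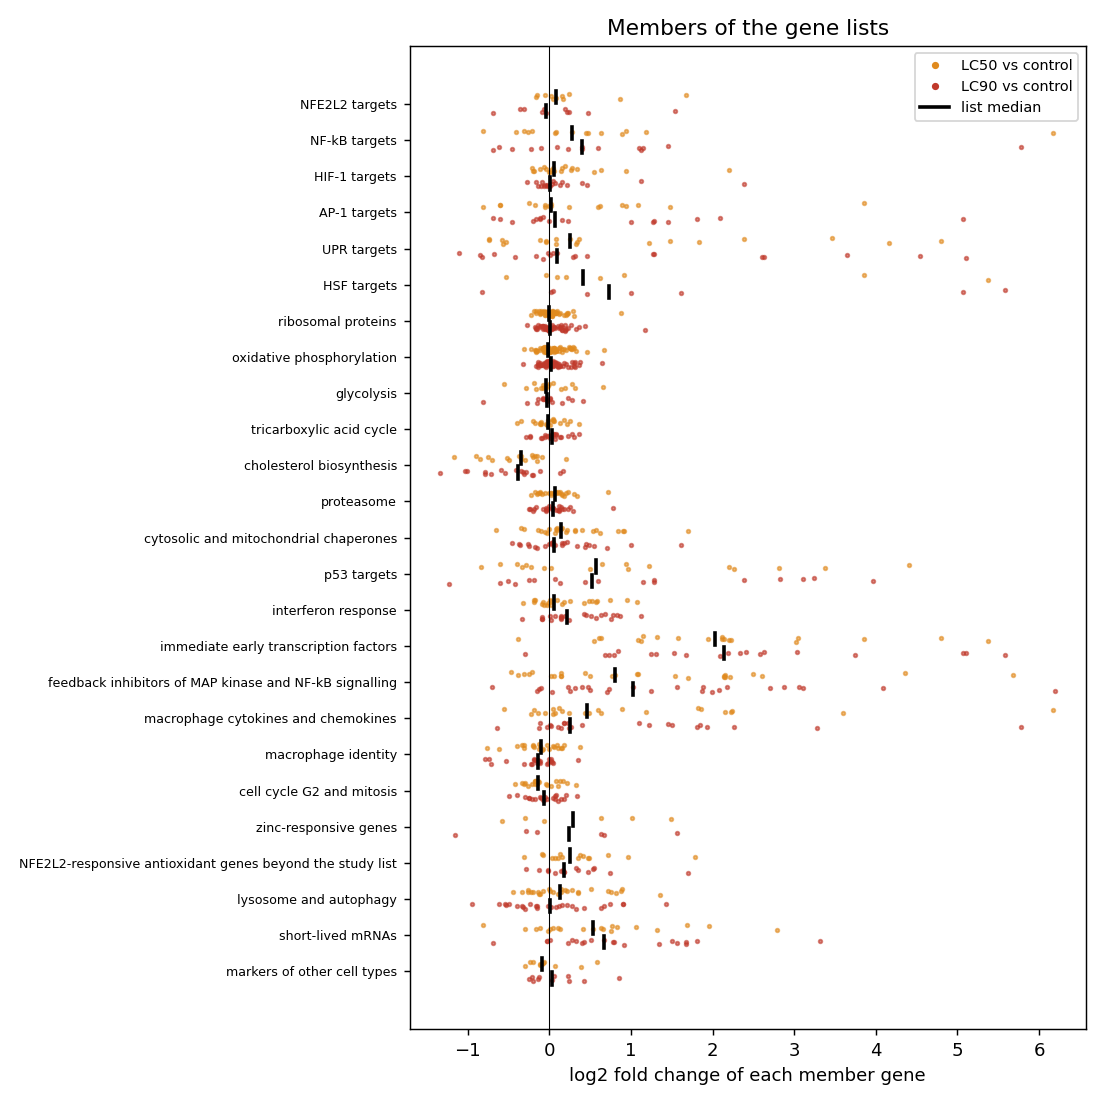
Log2 fold changes of the genes in the lists, with each list's median, for LC50 and LC90 against control. Immediate early transcription factors had medians of 2.03 and 2.14, and cholesterol biosynthesis genes of -0.35 and -0.38.

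The study set the changes at LC50 beside those at LC90. Between these comparisons, 1453 probes rose in both and 1908 fell in both, 3361 together, which was 76.7% of the probes changed at LC50. Independent sets of these sizes would share 532 probes in the same direction. Opposite changes were found for 3 probes. By gene, 836 rose in both and 1000 fell in both, 1 moved oppositely, and 301 would be shared by independent sets. Across probes, which are not independent replicates, the log2 changes correlated with r = 0.879. Both comparisons use the same control arrays, which alone gave a mean r of 0.500 in 100 simulations of unchanged groups. The covariance, which unlike r is not scaled by the spread, was 0.142, beside a mean of 0.00907 in these simulations. In 20 further simulations that were refitted, the highest number of shared probes was 0. No probe was changed in them, so almost no calls could arise. They cannot show how shared controls affect the overlap when many probes change. With DT in place of control for LC90, no array was shared. Then 3101 probes changed alike and 10 oppositely, where independent sets would share 521, and r was 0.822. Control and DT arrays shared a slide, and LC50 and LC90 arrays shared the other. A slide difference would therefore also give changes in the same direction, with or without shared arrays. The overlap cannot tell it from a response common to both PDT groups.

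**Figure D3:**
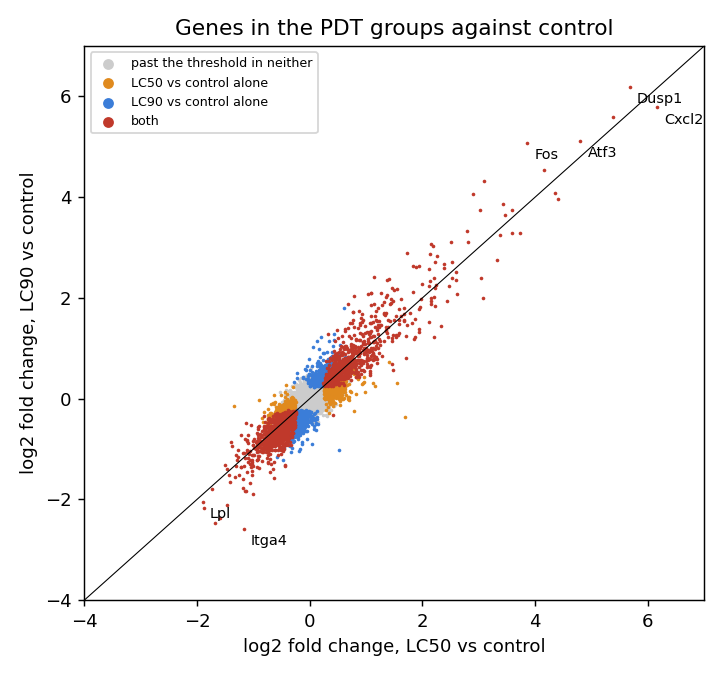
Log2 fold change of each gene at LC90 against control (vertical axis) by that at LC50 against control (horizontal axis), coloured by whether the gene changed in both comparisons. Of 11693 genes, 836 rose in both, 1000 fell in both and 1 moved oppositely.

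The comparison of LC50 with DT asks what irradiation adds at the sublethal concentration. Cxcl2, below background on all 3 DT arrays, was at least 73-fold higher after irradiation, with a log2 difference of 4.18 without background correction. Dusp1 rose by 5.52 ± 0.12, Jun by 5.45 ± 0.19 and Atf3 by 4.65 ± 0.13. Rgs1 rose by 4.43 ± 0.20 and Plk2 by 4.34 ± 0.16. Lpl fell by 2.02 ± 0.15, or by 0.75 on its dimmer probe, and Fam78a, a gene of unknown function, by 1.52 ± 0.08. The adjusted p of these 8 genes was at most 1.3e-06. Tmem219, Dido1 and Arhgef2 fell by 1.98 ± 0.14, 1.61 ± 0.10 and 1.61 ± 0.13 on their brightest probes, while other probes read 0.10, 0.46 and 0.04. Mcf2l, a guanine nucleotide exchange factor, fell by 1.67 ± 0.11 and read -0.19 on another probe.

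Of 20 immediate early transcription factors, 19 rose and 0 fell, or 19 and 1 adjusted over the list alone (median 1.98, adjusted p = 4.89e-21). Cytokines and chemokines had 11 of 24 up and 1 down, or 12 and 1 adjusted over the list alone (median 0.40, adjusted p = 5.99e-08). Cholesterol biosynthesis had 0 of 18 up and 10 down, or 0 and 11 adjusted over the list alone (median -0.37, adjusted p = 1.01e-05), with Sqle at -0.93 ± 0.10. Lysosome and autophagy genes had 10 of 28 up and 2 down, or 10 and 3 adjusted over the list alone (median 0.15, adjusted p = 0.00834). Feedback inhibitors, short-lived mRNAs, p53 targets, chaperones and antioxidant genes beyond the list of the study also passed upward. With an estimated correlation, 8 of these 9 calls held and that for chaperones was lost (adjusted p = 0.0932). The other 10 lists did not pass, of which interferon response passed without DT replicate 3 (0.0383) or LC50 replicate 2 (0.0193). Of 6 zinc-responsive genes, 3 rose and 0 fell by either count (adjusted p = 0.119), including Mt2 with 1.27 ± 0.24 and Slc30a1 with 0.51 ± 0.11. The median and the test differed in sign for ribosomal proteins, oxidative phosphorylation and glycolysis. All 6 lists of the study passed upward by ROAST, and each was lost by camera with an estimated correlation (adjusted p = 0.177 for HIF-1 targets and 0.0737 for the rest), that for HIF-1 targets already with the preset correlation (0.058).

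In total, 1888 probes rose and 2389 fell between DT and LC50 (2152 and 2093 with cyclic loess), or 1134 and 1251 genes, and 340 and 158 probes changed at least 2-fold. The arrays did not overlap for 8343 probes (36.6%), where chance gives 10%. These groups also lay on different slides.

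The comparison of LC90 with LC50 asks how supralethal and sublethal PDT differ, with both groups on slide 2. Polg2, the accessory subunit of the mitochondrial DNA polymerase, was higher at LC90 by 1.28 ± 0.14 (adjusted p = 0.000835), the histone gene H2bc18 by 1.26 ± 0.10 (0.000129) and the growth-arrest gene Gadd45g by 1.23 ± 0.18 (0.00414). Cxcr4, a chemokine receptor, fell by 1.08 ± 0.16 (0.00424) and Ndst2, a heparan sulfate sulfotransferase, by 1.03 ± 0.13 (0.0018). Gper1, an estrogen receptor coupled to G proteins, fell by 1.24 ± 0.21, and its call was lost at an adjusted p = 0.076 in a fit of only the groups compared. The chaperone gene Hspa4l fell by 2.06 ± 0.15, the scaffold gene Cass4 by 1.53 ± 0.17 and Itga4 by 1.42 ± 0.12 on their brightest probes. Other probes of these genes did not pass (-0.47, -0.12 and -0.31), and a further Itga4 probe read 0.13. Without background correction, H2bc18 read 0.47, Gper1 -0.41, Hspa4l -1.25, Cass4 -0.79 and Itga4 -0.67.

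Fos rose by a further 1.21 ± 0.24 from LC50 to LC90 (adjusted p = 0.0217), Trim43b, a tripartite motif gene, by 1.205 ± 0.219 and Hbegf, a growth factor for the EGF receptor, by 1.202 ± 0.218. Without background correction, Trim43b and Hbegf read 0.52 and 0.49. The Fos call was lost without LC50 replicate 2 or 3 (0.0862 and 0.0674) and LC90 replicate 1 or 2 (0.0681 and 0.0823). That for Hbegf was lost without LC50 replicate 2 or 3 (0.06 and 0.0598) and LC90 replicate 1 (0.0578), and that for Trim43b without LC90 replicate 1 (0.0578). With only the groups compared, all 3 calls were lost (0.117, 0.0621 and 0.0673 for Fos, Hbegf and Trim43b), and that for Fos also with a variance trend and robust estimation (0.0618).

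Feedback inhibitors passed upward with 8 of 27 up and 1 down, or 14 and 5 adjusted over the list alone (median 0.26, adjusted p = 0.00151). This call was lost at an adjusted p = 0.642 with an estimated correlation. Errfi1 rose by 0.92 ± 0.14 and Nfkbiz by 0.61 ± 0.10. Nfkbia, which retains NF-kB in the cytosol and was chosen after its values were seen, rose by 0.98 ± 0.12. Short-lived mRNAs had 5 of 21 up and 1 down, or 8 and 1 adjusted over the list alone (median 0.26, adjusted p = 0.000733), including Sertad1 with 0.53 ± 0.11. With an estimated correlation that call was lost at an adjusted p = 0.291. Interferon response had 1 of 24 up and 0 down, or 3 and 1 adjusted over the list alone (median 0.16, adjusted p = 0.0181). Its call was lost at an adjusted p = 0.642 with an estimated correlation, and without LC50 replicate 2 (0.294) or LC90 replicate 1 (0.195). The member that passed was Irf1, a transcription factor of interferon signalling, with 0.79 ± 0.12, named after its values were seen.

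Lysosome and autophagy genes fell, with 0 of 28 up and 1 down, or 0 and 7 adjusted over the list alone (median -0.12, adjusted p = 0.000733). This was the only list call of the 5 that held with an estimated correlation (0.0404). The gene that passed over all probes was Npc1, which fell by 0.60 ± 0.10. Immediate early factors passed upward with 2 of 20 up and 2 down, or 5 and 3 adjusted over the list alone (median 0.20, adjusted p = 0.0459), and the call was lost at an adjusted p = 0.642 with an estimated correlation. Leaving out 1 array ended it for control replicates 1 and 3 (0.0537 and 0.0522), DT replicates 1, 2 and 3 (0.0552, 0.0554 and 0.0576), LC50 replicates 2 and 3 (0.177 and 0.442) and LC90 replicate 3 (0.352). The other 14 lists did not pass, and the median and the test of antioxidant genes differed in sign.

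Of the lists of the study, 4 passed by ROAST. By camera with an estimated correlation each of these calls was lost, at an adjusted p of 0.0756 for AP-1, 0.236 for NF-kB, 0.0853 for NFE2L2 and 0.216 for HSF targets, and that for NF-kB targets was lost already with the preset correlation (0.216). AP-1 targets had 4 of 18 up and 1 down, or 5 and 1 adjusted over the list alone (adjusted p = 0.0015), led by Fos and by Junb, another AP-1 subunit, with 1.01 ± 0.14. NF-kB targets had 2 of 15 up and 0 down by either count (0.0103, or 0.0645 without LC90 replicate 3), namely Icam1, an adhesion molecule, with 0.70 ± 0.11 and Tnf with 0.56 ± 0.11. NFE2L2 targets passed downward with 0 of 11 up and 0 down, or 0 and 4 adjusted over the list alone (median -0.24, adjusted p = 0.0103). HSF targets had 2 of 8 up and 0 down, or 4 and 1 adjusted over the list alone (0.025), with Dnajb1 at 0.69 ± 0.11. The HSF call was lost without DT replicate 1 (0.0509), LC50 replicate 2 or 3 (0.0602 and 0.0694) or LC90 replicate 3 (0.12). HIF-1 and UPR targets did not pass (0.267 and 0.839), and the median and mean of UPR targets differed in sign.

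In total, 201 probes rose and 281 fell from LC50 to LC90, or 100 and 146 genes, and 25 and 15 probes changed at least 2-fold. The arrays did not overlap for 4466 probes (19.6%), where chance gives 10%. The count of 482 became 232 or 248 without LC50 replicate 2 or 3, and 279 or 247 without LC90 replicate 1 or 2. In simulated data with the spread of these arrays, 40% of probes changed by 0.5 and 100% of those changed by 1 or more were recovered.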

Values the study reported

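For RAW 264.7 cells, the study reported 3363 genes as affected in common by sublethal and supralethal PDT, at a corrected P of ≤0.05 with n = 3 per group. That number lies near the count of shared probes given above and far from that of shared genes. For Hmox1, the study reported log2 fold changes of 1.7 at LC50 and 1.5 at LC90. It found no dysregulated genes between cells given ZPCLs in the dark and control cells. It also compared a panel of genes by qRT-PCR, found the same picture as on the arrays, and regarded this as a strong hint that differences between chips had little influence in these cells.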

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

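The tests of a slide difference and of probes without signal were chosen only after the results were seen, while those of the splits and of the position on the slide were chosen before.

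Without the filter on dim probes, some of the 22506 probes that were above background on no array, and that no comparison used, passed the adjusted threshold. They numbered 83 at LC50 against control and 102 at LC90 against control, where 0 passed in DT against control by limma, 65 between DT and LC50 and 3 between LC50 and LC90. That these were false calls was not excluded, since in each comparison less than 5% of these probes had an unadjusted p of 0.05 or less. The adjustment runs over all probes together, so its cutoff is looser where many detected probes changed. The counts therefore cannot be compared with the 0 in DT against control.

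The largest pattern was that many probes differed between irradiated and dark cultures, and irradiation coincided with the slide. A slide difference is the same for both PDT groups. For probes that differed between LC90 and LC50, this argues against it as the whole cause of the LC90 difference from control. These probes were called again without LC90 replicate 1, 2 or 3. The array left out differed from control in the same direction for 239, 215 and 317 probes, and oppositely for 40, 32 and 75. This does not cover the LC50 difference from control of these probes. The same positions separate control from DT and LC50 from LC90, yet over the 482 probes called with all arrays the DT difference in the direction of LC90 had a median of 0.0117, beside a median absolute difference of 0.60 between LC90 and LC50. For the remaining probes, the slide and irradiation cannot be told apart: of the undetected probes, 1.21 times as many had an unadjusted p of 0.05 or less across slides as within slide 1 (4.09% and 4.29% for LC50 and LC90 against control, 3.76% for LC50 against DT, 3.35% within slide 1 and 3.34% within slide 2), and 5614 probes changed by a median of 0.45 in both PDT groups together with a median of 0.05 between these groups. An effect of irradiation common to both regimens stays open, as does a slide effect, and the qRT-PCR that the study cites on this question is not among the deposited values. The study also reports Ddit3, Atf3 and Ppp1r15a as raised in all of its cell types, and it assigned its human samples to arrays at random. These are a few genes, measured in other cells, so they do not decide the question for the probes as a set.

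Splitting the 6 arrays of a comparison in other ways gave 0 changed probes at most. The real split gave 4383 at LC50 against control, 5451 at LC90 against control, 4277 for LC50 against DT and 482 for LC90 against LC50, so 1 split of 10 reached each count. For DT against control the real count was 0, which all 10 splits reached. With 10 splits, a share under 0.05 cannot be reached.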

How the results depend on the processing

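The alternatives were planned, and they changed 1 choice at a time, except that normexp without controls also raised the offset to 50, that the variance trend and robust estimation were used together, and that for the lists of the study camera with an estimated correlation replaced ROAST. Of 103 counts of changed probes, shared probes or passing lists under them, 87 stayed within 1.5 times the reported count. With 1 array left out, 80 of 84 such counts did. Both totals include the changed probes of DT against control, which were 0 throughout. For named genes, 2635 of 2832 values kept their direction and side of the threshold, 97 lost the threshold, 54 gained it and 46 reversed, and with 1 array left out 2570 of 2712 kept both. For the 19 lists the same held for 1335 of 1425 values and 1065 of 1140 with 1 array left out, where none of the reversed values was past the threshold before or after. For the 6 lists of the study it held for 272 of 306 and 202 of 216. DT against control had 0 changed probes by limma under all alternatives. Leaving out 1 array gave 3227 to 4392 changed probes at LC50 against control, 4470 to 5392 at LC90 against control, 3222 to 4304 for LC50 against DT and 2643 to 3311 shared probes. Signal over background limits what dim probes can show, with a median ratio of 2.12 to 2.42 among detected probes. Except where the alternative tests fewer probes or asks for more by its construction, the cause of a change below was not tested.

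Counts at LC50 against control, LC90 against control, LC50 against DT and LC90 against LC50 were 2650, 3116, 2608 and 311 with 1 probe per gene, and 2462, 3348, 2429 and 160 at an adjusted p of 0.01. With a 2-fold minimum they were 509, 680, 498 and 40. The count for LC90 against LC50 was also 991 without background correction, 819 by normexp without controls and an offset of 50, 131 with only the groups compared and 909 with a variance trend and robust estimation. It ranged from 232 to 463 with 1 array left out.

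On other probes, values at LC50 against control turned for Tmem219 (0.16, also with the strictest filter), Mcf2l (0.21), Arhgef2 (0.17), Dido1 (0.78), Rpl37 (0.093), Slc16a3 (0.058), Pfkm (-0.044), Pdhb (-0.072), Fh1 (0.25), Cdk1 (0.14), Tkt (-0.51), Uvrag (-0.31 and -0.18), Cd79b (-0.13), Becn1 (0.29) and Mlkl (0.024). At LC90 against control they turned for Itga4 (0.076), Arhgef2 (0.35 and 0.14), Dido1 (0.34), Tmem219 (0.21, also with the strictest filter), Slc16a3 (0.15), Fh1 (0.19), Idh3a (0.12), Lss (0.13), Hspa4l (0.076), Cdk1 (0.019), Tkt (-0.51 and -0.36), Uvrag (-0.75 and -0.12) and Becn1 (0.26). For LC50 against DT they turned for Tmem219 (0.10, also with the strictest filter), Dido1 (0.46 and 0.070) and Arhgef2 (0.037), and for LC90 against LC50 for Itga4 (0.13). The strictest filter removes the brightest Tmem219 probe by its construction.

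Values near 0 turned under other settings. Mcl1 read -0.013 at LC50 with median scaling and 0.0050 at LC90 with array weights. Uqcrq at LC90 read 0.0041 without background correction, 0.0018 by normexp without controls, 0.038 with cyclic loess and 0.042 with array weights. With 1 array left out, ranges at LC50 against control were -0.096 to 0.013 for Ephx1, -0.067 to 0.086 for Mcl1 and -0.16 to 0.052 for Nfe2l2. At LC90 against control they were -0.055 to 0.12 for Nos2, -0.19 to 0.20 for Uqcrq and -0.097 to 0.057 for Mcl1.

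For the lists of the study, adjusted p by camera with an estimated correlation at LC50 against control was 0.112 for NFE2L2, 0.127 for HIF-1, 0.0793 for UPR, and 0.0919 for NF-kB, AP-1 and HSF targets. NFE2L2 targets had 0.0692 by camera with a preset correlation, and NF-kB targets 0.817 with the strictest filter. At LC90 against control, NFE2L2 targets passed with the floormean statistic (5e-04), turned with the strictest filter (0.808) and ranged from 0.0104 to 0.987 with 1 array left out. HIF-1 targets did not pass by camera with a preset (0.259) or estimated correlation (0.435), without background correction (0.0565), with median scaling (0.163), without a filter (0.0989), with detection on at least 3 arrays (0.0596) or with the strictest filter (0.348), and ranged from 9e-04 to 0.109 with 1 array left out.

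For LC90 against LC50, adjusted p by camera with an estimated correlation was 0.0853 for NFE2L2, 0.236 for NF-kB, 0.0756 for AP-1 and 0.216 for HSF targets. NF-kB targets had 0.216 by camera with a preset correlation and 0.0959 without a filter, with a range of 0.00765 to 0.0645 when 1 array was left out. HSF targets had 0.0682 with all probes of each gene, 0.0583 without a filter, 0.135 with only the groups compared and 0.0764 with a replicate block, with a range of 0.00315 to 0.12. UPR targets passed with the floormean statistic (0.0193) and turned with all probes of each gene (0.189), without background correction (0.571), by normexp without controls (0.65), with detection on at least 3 arrays (0.893), with the strictest filter (0.545) and with a variance trend (0.933), with a range of 0.433 to 0.91.

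The other lists that turned, none of which passed, had these adjusted p in DT against control. Ribosomal proteins had 0.999 with all probes of each gene. Glycolysis had 0.926 with all probes of each gene, 0.96 by ROAST, 0.999 with the deposited log2 values, 0.954 with only the groups compared and 0.928 with a replicate block. Chaperones had 0.926 with all probes of each gene, 0.959 by ROAST, 0.971 without background correction, 0.963 without a filter, 0.995 with detection on at least 3 arrays, 0.938 with the strictest filter and 0.945 with a variance trend. Interferon response had 0.954 with only the groups compared. Genes of G2 and mitosis had 0.982 without background correction, 0.987 by normexp without controls, 0.953 with cyclic loess, 0.963 without a filter, 0.945 with a variance trend and 0.955 with array weights. With 1 array left out, ranges were 0.809 to 0.996 for ribosomal proteins, glycolysis, cholesterol biosynthesis, p53 targets, macrophage identity, mitosis and markers of other cell types, 0.564 to 0.996 for oxidative phosphorylation and the proteasome, and 0.677 to 0.996 for the tricarboxylic acid cycle and interferon response. They were 0.83 to 0.996 for chaperones, 0.692 to 0.996 for feedback inhibitors and 0.809 to 0.998 for short-lived mRNAs.

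At LC50 against control, glycolysis turned by ROAST (0.996) and with a replicate block (0.999). Markers of other cell types turned with all probes of each gene (0.95), without a filter (0.846), with detection on at least 3 arrays (0.896) and with the strictest filter (0.386). With 1 array left out, ranges were 0.436 to 0.958 for oxidative phosphorylation, 0.681 to 0.961 for glycolysis, 0.557 to 0.888 for the tricarboxylic acid cycle and 0.682 to 0.981 for markers of other cell types. At LC90 against control, ribosomal proteins, oxidative phosphorylation, the tricarboxylic acid cycle and lysosome and autophagy genes turned with median scaling (0.992 each), the last also with all probes of each gene (0.944). Glycolysis turned with all probes of each gene (0.996), cyclic loess (0.586) and the strictest filter (0.795), with a range of 0.573 to 0.941.

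For LC50 against DT, oxidative phosphorylation turned by ROAST (0.882), without background correction (0.966), with median scaling (0.834), with the deposited log2 values (0.996), without a filter (0.984), with a variance trend (0.952) and with array weights (0.996). Glycolysis turned by ROAST (0.967), without a filter (0.984) and with a replicate block (0.984). The tricarboxylic acid cycle turned with median scaling (0.992) and array weights (0.996), and markers of other cell types without a filter (0.984) and with the strictest filter (0.70). Ranges with 1 array left out were 0.637 to 0.989 for oxidative phosphorylation, 0.683 to 0.989 for glycolysis and 0.592 to 0.989 for the tricarboxylic acid cycle. For LC90 against LC50, median scaling turned ribosomal proteins (0.671) and oxidative phosphorylation (0.754), and leaving out the filter turned antioxidant genes beyond the list of the study (0.892). Ranges were 0.277 to 0.943 for glycolysis, 0.669 to 0.925 for the proteasome and 0.349 to 0.943 for cytokines and chemokines.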

Other observations

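The tests in this part, with the histone and replication lists and the genes named from them, were chosen only after the results were seen, except the test of the brightness of cDNA probes.

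Replication-dependent histone genes, which supply histones for new chromatin in S phase, rose after PDT. Of 51 measured genes of the histone clusters, 34 rose at LC50 and 37 at LC90, 0 fell in either group, and the medians were 0.76 and 0.95. In DT, 0 changed by limma, with a median of 0.01. H3c7 rose by 1.38 ± 0.12 and 2.36 ± 0.12 at LC50 and LC90 (SE, n = 3 per group), H3c1 by 1.26 ± 0.14 and 2.10 ± 0.14, and H4c18 by 1.44 ± 0.14 and 1.97 ± 0.14. From LC50 to LC90, 10 of them rose and 0 fell. By camera with an estimated correlation, the unadjusted p of the list was 0.000704 at LC50, 0.000367 at LC90 and 0.00238 between the PDT groups.

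Genes of DNA replication and the G1/S transition fell in the same cells. Of 48 measured, 28 fell at LC50 and 31 at LC90, and 0 rose, with medians of -0.38 and -0.41 and an unadjusted camera p of 0.00382 and 0.00479 with an estimated correlation. The uracil glycosylase gene Ung fell by 1.03 ± 0.12 and 1.21 ± 0.12, cyclin gene Ccne2 by 1.06 ± 0.16 and 1.21 ± 0.16, and the replication licensing gene Cdc6 by 1.11 ± 0.12 and 1.06 ± 0.12. Between LC50 and LC90 none of them passed by limma. Of 8 histone variants made outside S phase, 1 rose and 0 fell at LC50, and 1 rose and 1 fell at LC90. The directions of the histone and replication medians against control held under each background correction and scaling tried, while the histone medians were 0.41 and 0.61 at LC50 and LC90, and 0.13 between them, without background correction. The median of the variants at LC50 was 0.00 and changed sign with some.

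For the rise of the histone genes, a slide difference does not account for the step within slide 2, where the median difference between LC90 and LC50 was 0.27. More cells entering S phase would raise the genes of replication and the G1/S transition too. The higher of their medians in the PDT groups was -0.38. The list holds G1/S genes, so it cannot tell whether more cells were later in S phase. Rises were found in 5 of 5 families, H1, H2A, H2B, H3 and H4. This cannot tell whether probes read transcripts of other histone genes, since such shared reading would also make every family rise. What stays open is the slide for the part of the rise common to both PDT groups, shared reading by the probes, and more cells later in S phase. Also open is whether histone transcripts became more abundant or merely more often polyadenylated, which was not tested.

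Probes designed to cDNA clones fell more often than those designed to RefSeq mRNAs. At LC90, 328 of 1557 cDNA probes fell (21.1%) and 2177 of 16885 RefSeq probes (12.9%). Low brightness does not account for this, since among probes of like brightness the odds ratio of falling was 3.39 (95% confidence interval 2.93 to 3.92), and 3.25 at LC50 (2.78 to 3.79). These intervals, and the intervals and sign tests below, take probes or genes as independent units, though all come from the same arrays. They do not measure the spread between samples. A slide difference is argued against for probes that differed within slide 2, where the odds ratio of falling was 6.98 (4.89 to 9.97) and that of rising 2.06 (1.24 to 3.41), but over 1012 genes with both kinds of probe the cDNA probe minus the RefSeq probe had a median of -0.0187 between LC90 and LC50 (546 lower, exact sign test p = 0.013), beside -0.12 at LC90 against control and 0.017 in DT against control (473 lower, exact p = 0.041), so that differences of this size also arose within slide 1 without irradiation and a slide difference stays open there. A biological explanation, such as a loss of alternative or unspliced transcripts read by cDNA probes, was not tested.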
